A study of Brassica napus with 2 samples. Its data were reported in "Identifying Conserved and Novel MicroRNAs in Developing Seeds of Brassica napus Using Deep Sequencing" (2012).

How the data were processed

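Small RNA of Brassica napus seeds (cultivar PFB-2) was measured in 2 Illumina libraries, 1 of mature seeds and 1 of a pool of RNA from developing seeds. Groups were taken from the sample labels. According to the study's methods, RNA was purified by gel in the small RNA size range, ligated to adapters, amplified by PCR and sequenced on a HiSeq2000 instrument. The authors removed reads of low quality, trimmed the adapters, discarded reads with undetermined bases and collapsed identical reads. The deposited values are raw read counts for each distinct sequence, not normalised and not aligned to a genome. The files were tested and held only sequences of 18 to 25 nt, each listed once with a whole-number count of at least 1. Reads of other lengths were not analysed here. PCR duplicates cannot be removed from such counts, since no molecular identifiers were used.

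The depth was 16651708 reads in the mature and 18722080 reads in the developing seed library. Shares of reads were given Wilson 95% intervals. A count of 0 was taken to allow 3 reads. With 1 library per group no dispersion could be estimated.

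The sequences to be counted were the 219 conserved miRNA sequences (45 families) and the new miRNA sequences from assembled precursors listed by the study. The sequences were used as a list of identities alone, and their counts were taken anew from the deposited counts. MIR156 stands for the joint MIR156 and MIR157 family, MIR165 for MIR165 and MIR166, and MIR170 for MIR170 and MIR171. After merging repeated sequences, 254 were left, of which 35 were outside the conserved list (11 of known and 24 of 13 new families). The study also placed sequences on assembled precursors of conserved families. The arm ratios include 7 of these precursors, and 6 of their arm sequences were in neither of the above lists. Those 6 entered no scaling, share or test of single sequences, and the other sequences that the study placed on such precursors were not analysed here unless they were in the lists. A read was counted when it was identical to a listed sequence over its whole length. A sequence shared by several loci or family members cannot be assigned to any of them. Members that differ by 1 nucleotide also receive reads of each other through sequencing error. Genomic positions were not analysed here, so no locus coordinates are given and the planned match of reads to a genome was not run.

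Scaling factors were computed with TMM in edgeR 4.0.16 (R 4.3.3) over the 254 listed sequences, with their sum as the library size. The TMM factors gave a developing over mature size ratio of 0.410. Each sequence was tested with a two-sided exact conditional binomial test of its counts (SciPy 1.17.1), which is of the same kind as the Audic-Claverie test. A call needed a p-value at or under 0.001 and a change of at least 2-fold, with a count of 0 set to 3 for the size of the change. Intervals of log2 ratios were exact (Clopper-Pearson) intervals of the binomial share. Arm ratios were tested with Fisher's exact test, and the interval of the log2 odds ratio came from its counting error. Libraries were drawn to equal depth without replacement with a fixed random seed. Tables and figures were made with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

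The scaling and the test were tested on simulated data made from the 252 listed sequences with reads at the depths of both libraries, in 20 draws. When 60 sequences were changed 8-fold, 94.9% of those with at least 50 reads were called in the right direction, at most 1 unchanged sequence was called per draw, and the scaling was off by at most 0.055 on the log2 scale with counting error alone. As many sequences were raised as lowered in these draws. They therefore do not test the scaling under changes that go mostly in a single direction. When no sequence was changed but the counts varied with a biological coefficient of variation of 0.4, a median of 28.5 of the 252 sequences (from 18 to 38) were called, and 22.5 of the 217 conserved ones (from 15 to 32). With a coefficient of 0.2 the median was 3 of the 252. The scaling was then off by up to 0.44 (coefficient 0.4) and 0.25 (0.2) on the log2 scale, enough to move calls near the 2-fold limit. The exact test makes no allowance for such variation.

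The sequences, families and precursors named in the text were chosen by rules fixed before the data were examined. They are the 10 conserved sequences with the most reads, the 5 called conserved sequences with the largest log2 ratio in each direction among those with at least 50 reads, the called sequences of the 13 new families, the families with at least 1000 reads, and the 3 precursors with the largest log2 odds ratio among those with at least 10 reads in each arm. The alternatives, fixed at the same time, were reads per 1000000 reads (RPM) of 18 to 25 nt, RPM over listed miRNA reads, TMM over the 371753 distinct sequences with at least 10 reads, DESeq2 1.42.0 size factors, a minimum of 10 reads, the edgeR exact test with an assumed biological coefficient of variation of 0.4 or 0.2, a 4-fold limit, counting by the first 18 or 19 nt, equal depth, and other minimum counts. Scaling by the study's totals of reads of all lengths, family totals with the 6 arm sequences outside the lists or with the listed sequences of known families outside the conserved list, family totals without the most abundant member where at least 50 reads were left, and the miRNA share without the most abundant sequence of each library were added after the data were seen. The called sequences of known families outside the conserved list were also named after their values were seen. The rates at which reads match ribosomal, transfer or organellar RNA, and the predicted targets of the miRNAs, were not analysed here.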

Results

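Small RNAs of Brassica napus seeds were sequenced in 2 libraries to compare the miRNAs of mature and developing seeds. The mature seed library was made from seeds collected 50 days after flower opening. The developing seed library was made from a pool of RNA of seeds at 7, 14, 21, 28 and 42 days after flower opening. Each group therefore had 1 library and no replicate, so no spread between plants or RNA preparations could be measured. Every interval below is a 95% interval for counting error alone, since reads amplified by PCR without molecular identifiers are not independent molecules. Every test below compares these libraries, not the stages.

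The mature seed library held 16651708 reads of 18 to 25 nt, which fell on 8632009 distinct sequences. The developing seed library held 18722080 reads on 5665137 distinct sequences. Sequences seen in a single read made up 82.7% of the distinct sequences and 42.8% of the reads in the mature seed library. The corresponding values in the developing seed library were 73.6% and 22.3%. A count of 0 allowed up to 0.180 reads per 1000000 reads (RPM) in the mature seed library and up to 0.160 RPM in the developing seed library. The libraries shared 707276 distinct sequences, which carried 38.8% of the mature reads and 37.4% of the developing reads.

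The 24-nt class was the largest in both libraries, with 48.6% of the mature reads (Wilson interval 48.56 to 48.60%) and 52.6% of the developing reads (52.53 to 52.58%). The 21-nt class took 19.9% of the mature reads (19.85 to 19.88%) and 10.7% of the developing reads (10.73 to 10.76%). Over distinct sequences in place of reads, the order of the libraries at 21 nt was the opposite, with 7.51% and 11.4%. Without the listed miRNA sequences the 21-nt shares of reads were 12.4% and 8.98%. The 22-nt class was larger in the developing library, at 12.3% against 6.73% of reads. The 23-nt class took 14.7% of the mature reads and 16.3% of the developing reads. Adenine was the first nucleotide of 53.3% of the mature and 46.4% of the developing 24-nt reads. Thymine (uracil in the RNA) began 67.2% of the mature and 39.4% of the developing 21-nt reads. Without the listed miRNA sequences these shares were 44.8% and 26.6%, and adenine, at 36.7%, was then the most common first nucleotide of the developing 21-nt reads.

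Redundancy was expressed as the number of distinct sequences per 100 reads, a low value meaning that the same sequences were read repeatedly. In the mature seed library the 21-nt class was the most redundant, with 19.6 distinct sequences per 100 reads. Without the listed miRNA sequences its value was 34.8, close to the 35.1 of the 18-nt class. In the developing seed library the 24-nt class was the most redundant, with 23.9 distinct sequences per 100 reads, against 60.3 in the mature seed library. When the developing seed library was drawn down to the depth of the mature one, its 24-nt value was 24.6. The 21-nt class of the developing seed library had 32.1 distinct sequences per 100 reads, or 39.2 without the listed miRNA sequences. Restriction to sequences with at least 2 reads took the 24-nt values to 23.99 in the mature and 7.71 in the developing seed library. The 25-nt values moved further, from 71.5 to 14.3 in the mature and from 64.6 to 20.9 in the developing seed library.

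**Figure D1:**
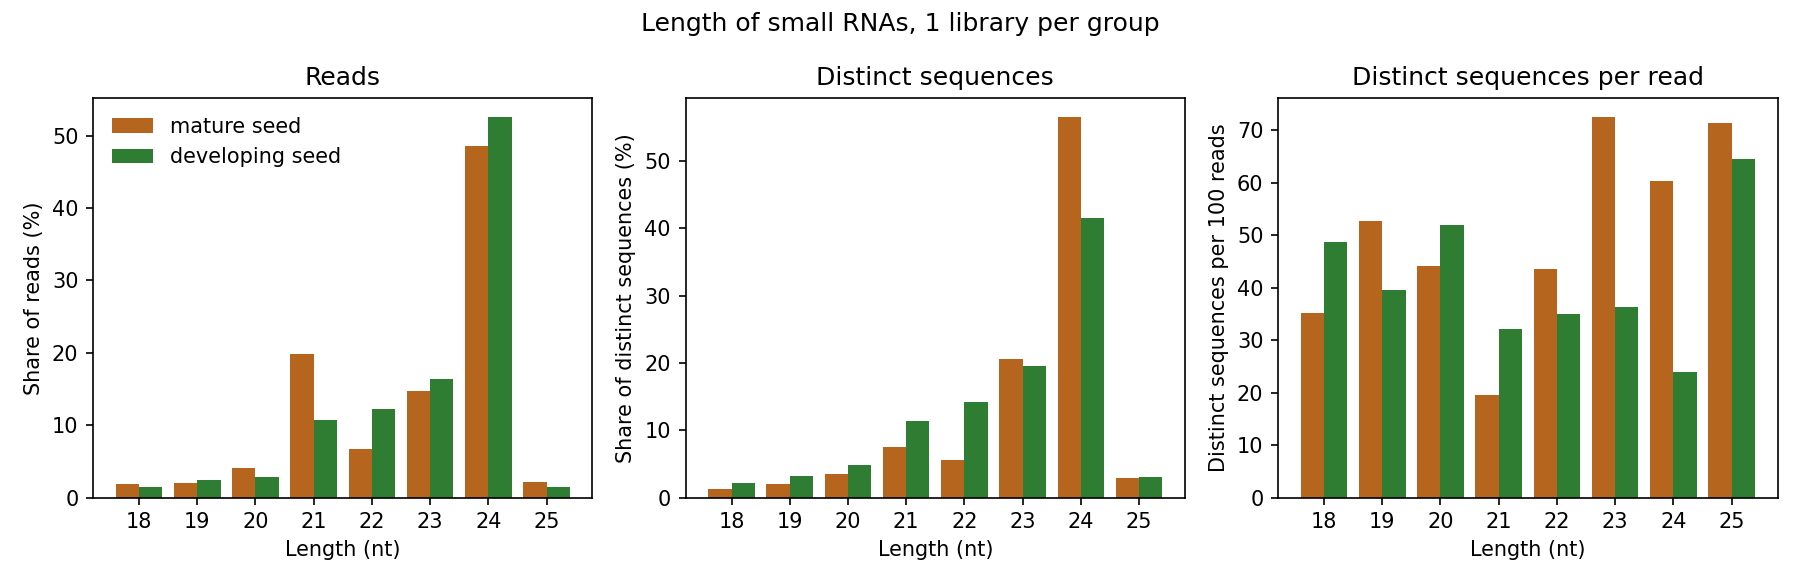
Share of reads (left, %), share of distinct sequences (middle, %) and distinct sequences per 100 reads (right) for each length in nt, with 1 bar per library. The 24-nt class has the most reads in both libraries, and its distinct sequences per 100 reads are 60.3 in the mature and 23.9 in the developing seed library.

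Conserved miRNAs were counted as reads identical over their whole length to a listed sequence of 1 of 45 plant families. The list was chosen by the study on these same libraries, so detection of its members is not independent evidence. In the mature seed library 194 sequences of all 45 families had at least 1 read. In the developing seed library 169 sequences of 37 families were detected. The families seen in the mature seed library alone had at most 3 reads there, no more than a count of 0 allows. Both libraries shared 146 sequences, 48 were seen in the mature seed library alone and 23 in the developing seed library alone. The sequences seen in 1 library alone were rare. The most abundant of them had 43 reads in the mature and 7 reads in the developing seed library, and their median was 2 and 1 reads. With a minimum of 10 reads the numbers detected were 115 in the mature and 95 in the developing seed library. The remaining 2 listed sequences had 0 reads in both libraries, MIR160 3p TGGCATACAGGGAGCCAGGCA and MIR168 5p ATTCAGTTGATGCAAGGCGGGATC (both named after their counts were seen). The exact reverse complement of the former, TGCCTGGCTCCCTGTATGCCA, is itself listed and had 546 mature and 115 developing reads. The reverse complement of the latter, GATCCCGCCTTGCATCAACTGAAT, had 6 reads in each library.

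Conserved miRNA reads made up 9.49% of the mature seed library (1580830 reads, Wilson interval 9.48 to 9.51%) and 1.97% of the developing seed library (368409 reads, 1.96 to 1.97%). Leaving out MIR824 5p, the sequence with the most reads over both libraries and in the mature one, took the shares to 5.64% and 1.84%. MIR167 5p had the most reads in the developing seed library, and without it the developing share was 0.685%. These removals moved the 2 shares most. The 10 most abundant sequences of each library held 94.1% of its conserved reads in mature and 93.9% in developing seed. MIR824 was the most abundant family of the mature seed library with 653883 reads, which was 41.4% of its conserved reads, against 24227 reads and 6.58% in the developing seed library. MIR167 was the most abundant family of the developing seed library, with 241992 reads and 65.7% of its conserved reads, against 344915 reads and 21.8% in the mature seed library.

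The abundance of each miRNA was compared between the libraries after TMM scaling over the listed miRNA counts, with an exact binomial test on the counts. A miRNA was called when its two-sided p-value was at or under 0.001 and its change at least 2-fold. Of the 217 conserved sequences with reads, 72 were called, 31 higher in developing and 41 higher in mature seed. With a biological coefficient of variation of 0.4 assumed in the edgeR exact test, 34 sequences were called. The scaling decided much of the balance between directions. Scaling to RPM over all reads of 18 to 25 nt shifted every log2 ratio by -1.46 and gave 17 sequences higher in developing and 72 higher in mature seed. TMM over all distinct sequences shifted the ratios by -0.90 and gave 22 and 62. Scaling to RPM over listed miRNA reads shifted them by 0.77 and gave 45 and 32. All ratios below are therefore relative to the bulk of the listed miRNAs, and a positive log2 ratio means a higher level in developing seed.

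**Figure D2:**
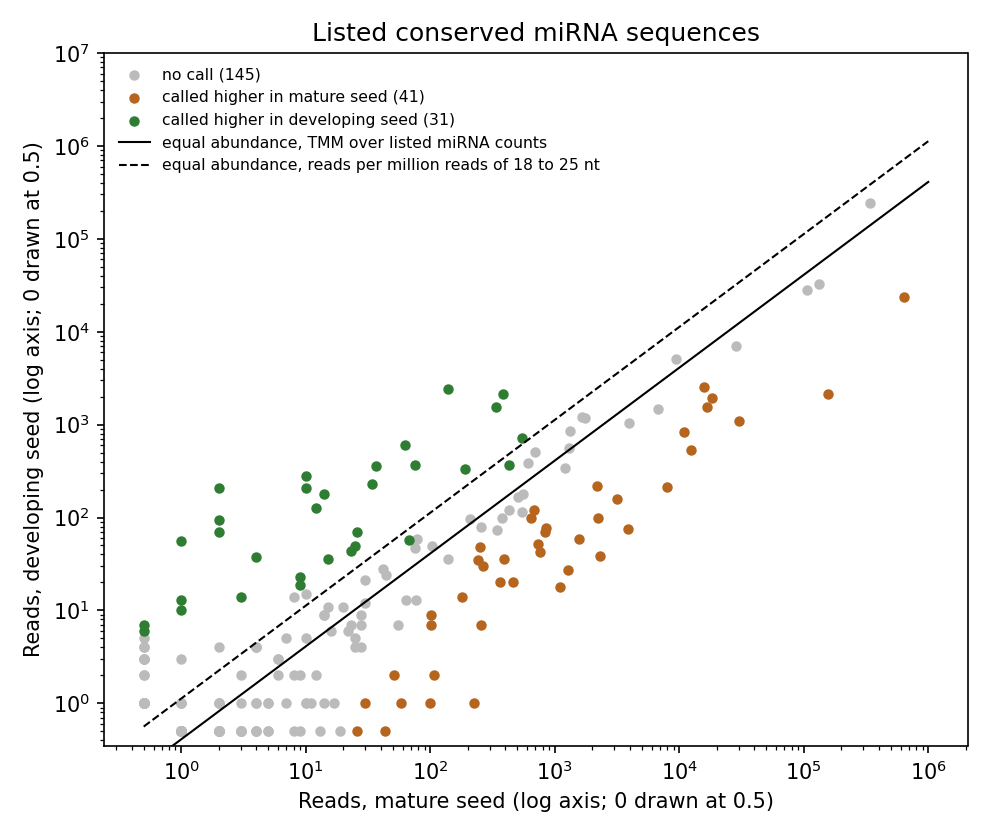
Reads of each detected conserved miRNA sequence in mature seed (horizontal, log axis) and developing seed (vertical, log axis), with 0 reads drawn at 0.5. The solid line marks equal abundance under TMM scaling and the dashed line under RPM over reads of 18 to 25 nt, and the 41 and 31 called sequences lie on either side of the solid line.

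Of the 10 conserved sequences with the most reads, 6 were called, all of them higher in mature seed. The largest change among them was that of MIR156 5p TGACAGAAGAGAGTGAGCAC, with 155844 mature and 2135 developing reads and a log2 ratio of -4.90 (interval -4.96 to -4.84). MIR169 5p CAGCCAAGGATGACTTGCCGG had 30321 and 1082 reads and a log2 ratio of -3.52 (-3.61 to -3.43). MIR824 5p TAGACCATTTGTGAGAAGGGA had 641421 and 23696 reads, a log2 ratio of -3.47 (-3.49 to -3.45). The MIR319 3p sequences TTGGACTGAAGGGAGCTCCCT and TTGGACTGAAGGGAGCTCCTT had log2 ratios of -2.15 (-2.23 to -2.08) and -1.97 (-2.04 to -1.90). MIR158 3p TCCCAAATGTAGACAAAGCA had a log2 ratio of -1.33 (-1.39 to -1.27). The MIR319 and MIR158 sequences were not called with the assumed coefficient of variation of 0.4, and MIR158 was not called under RPM over listed miRNA reads either. The other 4 changed less than 2-fold. MIR167 5p TGAAGCTGCCAGCATGATCTA had 341806 and 240181 reads and a log2 ratio of 0.78 (0.77 to 0.79), which became -0.68 under RPM over reads of 18 to 25 nt and -0.12 under TMM over all sequences. It was called as higher in developing seed under RPM over listed miRNA reads (1.55), under DESeq2 size factors (1.08) and when reads were counted by their first 18 nt (1.12). MIR159 3p TTTGGATTGAAGGGAGCTCTA stood at -0.76, and the MIR165 3p sequences TCGGACCAGGCTTCATCCCCC and TCGGACCAGGCTTCATTCCCC stood at -0.72 and -0.63. These 3 turned to 0.0096, 0.049 and 0.14 under RPM over listed miRNA reads and were called as higher in mature seed under RPM over reads of 18 to 25 nt and under TMM over all sequences.

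Among called conserved sequences with at least 50 reads, the 5 largest changes towards developing seed were in 3 families. MIR172 3p AGAATCTTGATGATGCTGCAG had 2 mature and 209 developing reads, a log2 ratio of 8.0 (interval 6.12 to 11.05). MIR172 5p GCAGCACCATTAAGATTCACA had 1 and 56 reads and a log2 ratio of 7.10 (4.56 to 12.42). A further MIR172 3p sequence, AGAATCTTGATGATGCTGCAT, had 2 and 95 reads and a log2 ratio of 6.86 (4.96 to 9.92). MIR399 3p TGCCAAAGGAGAGTTGCCCTG had 2 and 70 reads and a log2 ratio of 6.42 (4.51 to 9.49). MIR396 3p GCTCAAGAAAGCTGTGGGAAA had 10 and 277 reads and a log2 ratio of 6.08 (5.18 to 7.16). These 5 stayed called under every scaling tried. Their ranking is less certain, since the MIR172 and MIR399 sequences had 1 or 2 mature reads, fewer than the 3 that a count of 0 allows. MIR1140 3p ACAGCCTAAACCAATCGGAGC, with 10 and 209 reads and a log2 ratio of 5.67, lay within the interval of MIR172 5p. Sequences outside the conserved list were not ranked here, although the log2 ratios of nMIR172 5p (7.76) and of the 3p arm of MIR393-1 (7.43) lay between the first and the second of these 5.

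The 5 largest changes towards mature seed were all in the MIR156 family, and 3 of these sequences lie 1 substitution from the most abundant member TGACAGAAGAGAGTGAGCAC. Positions are counted from 1 at its 5′ end. The T14A sequence had 224 mature reads and 1 developing read (log2 ratio -6.52, interval -11.83 to -4.03), the T14C sequence 99 reads and 1 read (-5.34, -10.66 to -2.83), and the T14G sequence 1110 and 18 reads (-4.66, -5.42 to -3.99). Unlisted single substitutions of the same member had a median of 25 reads and a 95th percentile of 359.8 reads over both libraries, so the T14A and T14C sequences were not separable from this background by count. The 5 were completed by the most abundant member itself and by TGACAGAAGAGAGTGAGCACA, with 2295 and 39 reads and a log2 ratio of -4.59 (-5.09 to -4.14). This ranking is uncertain, since T14A and T14C each had 1 developing read, fewer than the 3 that a count of 0 allows. MIR169 3p GGCAAGTTGTCCTTCGGCTACA, with 3890 and 75 reads and a log2 ratio of -4.41, lay within the interval of T14C.

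Family totals were compared for the families with at least 1000 reads of conserved-list sequences. MIR403 (log2 ratio -3.94), MIR156 (-3.61), MIR169 (-3.50), MIR824 (-3.47), MIR390 (-3.01), MIR319 (-2.15), MIR400 (-2.01) and MIR158 (-1.37) were called higher in mature seed and kept that sign under every scaling, although MIR158 was not called under RPM over listed miRNA reads. Family totals were not tested with an assumed coefficient of variation. At a coefficient of 0.4 the most abundant sequences of MIR319 and MIR158 were not called, while those of MIR156, MIR169 and MIR824 were. The MIR156 call rested on 1 sequence. Without the most abundant member (a step chosen after the values were seen) the family had 8495 mature and 3376 developing reads and a log2 ratio of -0.04 (interval -0.10 to 0.01), which turned to 0.72 under RPM over listed miRNA reads and 0.26 under DESeq2 size factors and was called higher in mature seed under RPM over reads of 18 to 25 nt (-1.50). Its members went both ways, with 14 called higher in mature and 5 higher in developing seed (14 and 3 under RPM over reads of 18 to 25 nt). Those 5 were TTGACAGAAGAAAGAGAGCAC (387 mature and 2162 developing reads, log2 ratio 3.77), TTGACAGAAGATAGAGAGCAC (544 and 709 reads, 1.67), TGACAGAAGAAAGAGAGCAC (14 and 180 reads, 4.97), GCTCTCTAGCCTTCTGTCATCA (4 and 38 reads, 4.54) and TGACAGAAGATAGAGAGCAC (1 and 10 reads, 4.61), also named after their values were seen. The MIR158 call also rested on the list used. With the nMIR158 sequences, added after their values were seen, MIR158 had 72143 mature and 25896 developing reads and was not called, at -0.19 (interval -0.21 to -0.17), and its sign turned under RPM over listed miRNA reads (0.58) and DESeq2 size factors (0.11). That total was called higher in mature seed under RPM over reads of 18 to 25 nt (-1.65) and TMM over all sequences (-1.09). MIR396, with 627 mature and 5341 developing reads, was the one such family called higher in developing seed under the main scaling, at 4.38 (interval 4.26 to 4.50). It also kept its sign under every scaling. MIR167 (0.78), MIR170 (0.59), MIR168 (0.48) and MIR845 (0.06) were not called and turned negative under RPM over reads of 18 to 25 nt and under TMM over all sequences. Under RPM over listed miRNA reads, MIR167 (1.54), MIR170 (1.36) and MIR168 (1.24) were called higher in developing seed, and MIR167 was also called under DESeq2 size factors (1.08). MIR165 (-0.62) and MIR159 (-0.76) were not called and turned positive, at 0.15 and 0.0075, under RPM over listed miRNA reads. MIR395 (-0.81) and MIR162 (-0.91) were not called. MIR165, MIR159, MIR395 and MIR162 passed the threshold as higher in mature seed under RPM over reads of 18 to 25 nt and under TMM over all sequences, and MIR845 did so under the former (-1.40). The MIR168 total leaves out an unlisted sequence with 19955 mature and 20673 developing reads that differs from a listed one by A21C. With that sequence the MIR168 total would pass the 2-fold limit as higher in developing seed under the main scaling. It would not do so under RPM over reads of 18 to 25 nt. The MIR393 total of 38 mature and 236 developing reads, too low for this comparison, leaves out the 3p sequence ATCATGCGATCTCATTGGATT of the precursor MIR393-1, which had 88 and 6219 reads. With that sequence, a step taken after its values were seen, MIR393 had 126 and 6455 reads and was called higher in developing seed at 6.97 (6.71 to 7.23) and under every scaling. MIR172 likewise had 24 and 414 reads in the conserved list and 40 and 1838 with nMIR172 5p. The latter total was called higher in developing seed at 6.81 (6.36 to 7.30) and under every scaling.

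**Figure D3:**
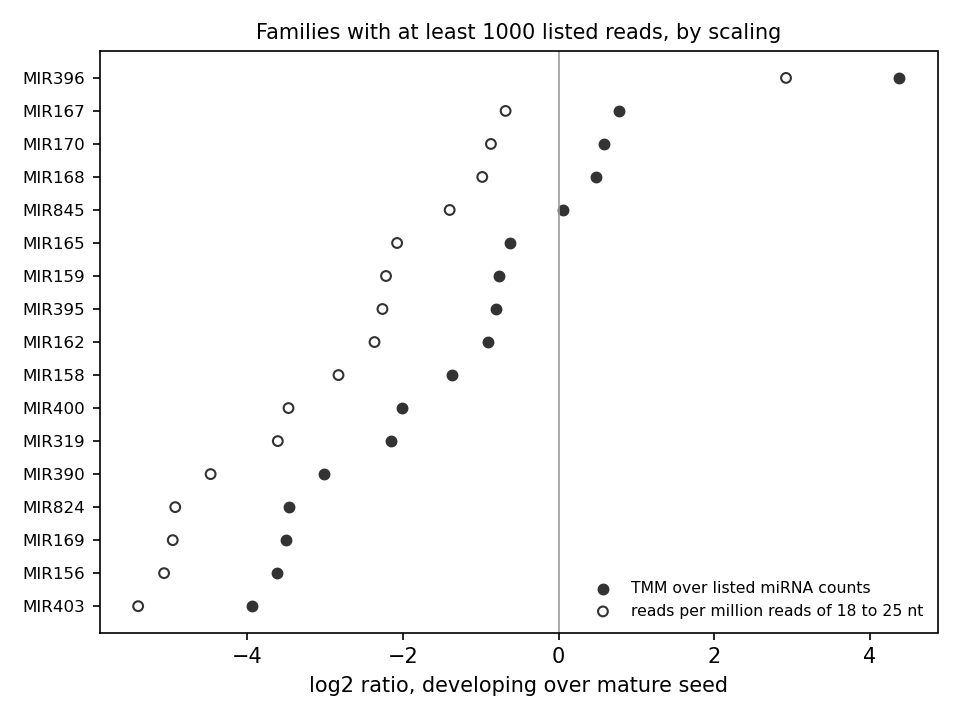
Log2 ratio of developing over mature seed (horizontal) for each conserved family with at least 1000 listed reads, under TMM over the listed miRNAs (filled) and RPM over reads of 18 to 25 nt (open). MIR396 stays positive under both, while MIR167, MIR170, MIR168 and MIR845 change sign.

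The study also annotated new miRNAs from hairpin precursors assembled from its own seed transcripts. Of its list of these new miRNAs, 35 sequences that were not in the conserved list were tested in the same way, 11 of known families and 24 of 13 new families. They made up 0.368% of the mature reads (Wilson interval 0.365 to 0.370%) and 0.143% of the developing reads (0.141 to 0.145%). In total 10 were called, 3 higher in developing and 7 higher in mature seed. Scaling to RPM over reads of 18 to 25 nt gave 2 and 14. With a biological coefficient of variation of 0.4 assumed in the edgeR exact test, 2 calls were left, nMIR172 5p and nMIR158 5p. The 5 called sequences of known families are named after their values were seen. The 5p sequence of nMIR172, GCATCATCTTCAAGATTCAGA, had 16 mature and 1424 developing reads and a log2 ratio of 7.76 (interval 7.06 to 8.57). The nMIR158 arms, whose counts are given with the arm ratios, had log2 ratios of 3.40 (5p, 3.35 to 3.45) and -2.56 (3p, -2.61 to -2.52). These 3 were called under every scaling. nMIR394 5p TTTGGCATTCTGTCCACCTCC had 155 and 133 reads and a log2 ratio of 1.07 (0.72 to 1.41), which became -0.39 under RPM over reads of 18 to 25 nt and 0.17 under TMM over all sequences. nMIR400-2 5p had 130 and 19 reads and a log2 ratio of -1.49 (-2.26 to -0.79), and it was not called under RPM over listed miRNA reads. The 13 new families ranged from 9 mature and 0 developing reads (nMIR13) to 2519 and 1033 reads (nMIR01). Their 5 called sequences were all higher in mature seed. They were nMIR06 3p (72 and 4 reads, log2 ratio -2.88, interval -4.80 to -1.46), nMIR03 5p (119 and 13 reads, -1.91, -2.86 to -1.08), nMIR02 3p (429 and 56 reads, -1.65, -2.08 to -1.25), nMIR06 5p (103 and 19 reads, -1.15, -1.94 to -0.44) and nMIR01-1 3p (115 and 23 reads, -1.03, -1.75 to -0.38). None of these 5 was called with the coefficient of variation of 0.4, and under RPM over listed miRNA reads nMIR06 3p was the 1 still called. As a family total, nMIR06 alone was called, at -1.64 (-2.34 to -1.01).

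The share of reads from the 5p and 3p arms of a precursor needs no scaling between libraries. It was compared for 25 precursors with both arms by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 25. An arm sequence may come from several loci, and nMIR01-1 and nMIR01-2 share a 5p sequence, as do nMIR07-1 and nMIR07-2. A difference in the ratio therefore need not be a change within a single precursor. The arm ratio differed between the libraries in 9 precursors at an adjusted p-value at or under 0.05. The 5p arm was relatively higher in developing seed in 6 of them and the 3p arm in 3. Counting all reads that start with the first 18 nt of each arm gave 10 precursors. The largest difference was in nMIR158. Its 5p sequence CTTTGTCTATCGTTTGGAAAAG had 4570 mature and 19743 developing reads, and its 3p sequence TTTCCAAATGTAGACAAAGCA had 51040 and 3533 reads. The 5p arm thus took 8.22% of the arm reads in mature and 84.8% in developing seed, a log2 odds ratio of 5.96 (interval 5.90 to 6.03). This was the 1 precursor with at least 10 reads in each arm whose more abundant arm differed between the libraries. Reads of the nMIR158 5p arm with another 5′ start numbered 2426 in mature and 808 in developing seed and were not counted in this ratio. In MIR159 the 5p arm had 10 and 55 reads and the 3p arm 133096 and 32245 reads, a log2 odds ratio of 4.50 (3.53 to 5.48). In MIR393-1 the 5p arm had 34 and 227 reads and the 3p arm 88 and 6219 reads, a log2 odds ratio of -3.40 (-4.01 to -2.80).

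**Figure D4:**
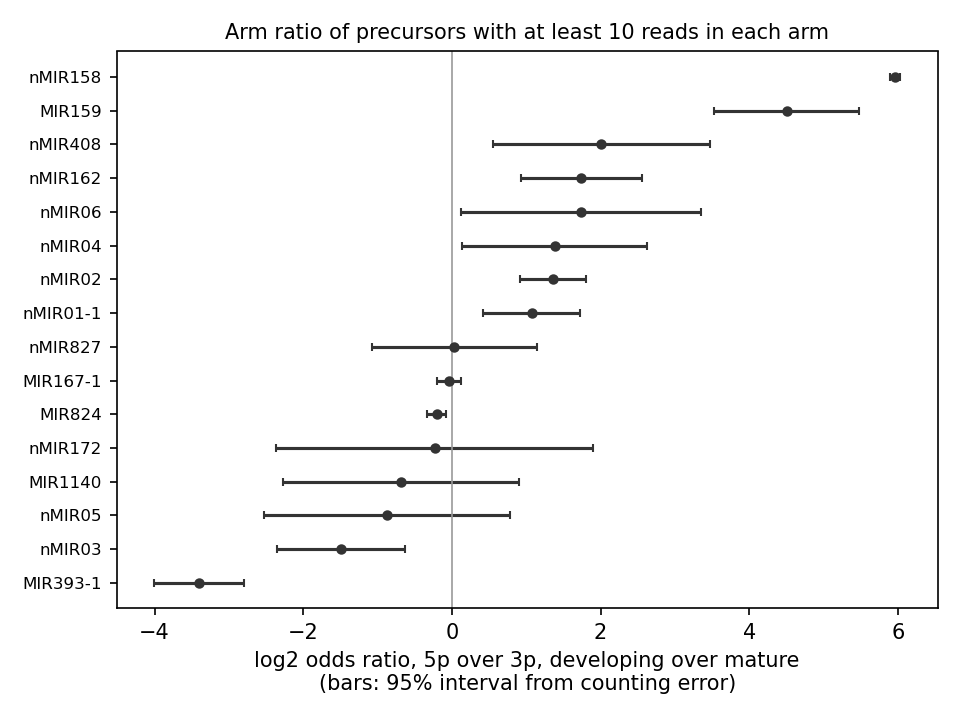
Log2 odds ratio of 5p over 3p reads, developing over mature seed, for the precursors with at least 10 reads in each arm and no arm at 0 reads. Points are the ratios and bars their 95% intervals from counting error, and nMIR158 stands farthest to the right at 5.96.

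Variation at the 3′ end was examined in the 10 most abundant conserved sequences, over all reads that share their first 18 nt. The listed sequences together accounted for 97.5% of such reads in mature seed (Wilson interval 97.52 to 97.57%) and 97.9% in developing seed (97.80 to 97.90%), and for 97.8% and 98.1% when the first 19 nt were required. The lowest single shares, 43.8% and 41.8%, belonged to MIR319 3p TTGGACTGAAGGGAGCTCCCT, whose first 18 nt are shared with the other abundant MIR319 sequence. The highest shares were those of MIR824 5p, at 99.5% in mature and 99.6% in developing seed. The clearest difference between the libraries, picked out after the values were seen, was in MIR156 5p TGACAGAAGAGAGTGAGCAC. Its exact form made up 93.6% of the reads in mature seed (93.47 to 93.71%) and 81.6% in developing seed (80.08 to 83.05%). The form with an added T made up 1.33% of the mature reads (2207 reads) and 12.5% of the developing reads (326 reads). The form with an added A stood at 1.38% and 1.49%.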

Values the study reported

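The study reported 8,632,807 distinct sequences of 18 to 25 nt in the mature and 5,665,721 in the developing seed library. It gave the share of reads matching miRNAs as 10.2% and 2.2%, which rest on more reads than the known sequences named next. The study found 219 known miRNA sequences of 45 families, 196 of them in the mature and 172 in the developing seed library, with 149 in both. The reads behind these were 1,581,402 and 368,538. Members of the joint MIR156 and MIR157 family ranged up to 155 844 reads in mature seed and up to 2 135 reads in developing seed. Its comparison of normalised data proposed a difference between the libraries for 79 conserved miRNAs. The study's methods required a p-value at or under 0.001 in both edgeR and the Audic-Claverie test and name no 2-fold limit for this. That number and the calls above are therefore not like counts.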

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

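All the tests in this part were chosen after the results were seen. Each sequence below is outside both miRNA lists and far above the 3 reads that a count of 0 allows.

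The most abundant unlisted sequence of the mature seed library was AGTTACTAATTCATGATCTGGC (22 nt), with 116315 reads there and 4697 in the developing seed library, or 6985 and 250.9 RPM. It outnumbered every listed conserved sequence of the mature seed library except those of MIR824, MIR167, MIR156 and MIR159. Random breakdown of a longer RNA would scatter the 5′ ends. Of 183065 mature reads that held its inner 12 nt, 98.0% started at the same position (Wilson interval 97.9 to 98.0%), and the developing share was 98.3%. This argues against random breakdown as the source, unless the sequence lies at the 5′ end of its RNA, where the start is fixed in any case. Among mature reads with that start, 65.3% were 22 nt long. A cut at a fixed site of a structured RNA, a microRNA outside the lists, and RNA of an organelle or another organism all stay open, since no genome was matched here. The difference between mature and developing seed, which the design names, was not tested beyond these 2 libraries.

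The most abundant unlisted sequence of the developing seed library was GACCGCATAGCGCAGTGGA (19 nt), with 45144 reads there and 14874 in the mature seed library, or 2411 and 893.2 RPM. Of 45823 developing reads with its inner 12 nt, 99.9% started at the same position (99.8 to 99.9%), and 99.3% of those were 19 nt long. Here too random breakdown is argued against, while a specific cut of a longer RNA stays open. Reads under 18 nt are outside these data, so shorter pieces of the same RNA would not be seen.

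An unlisted 21-nt sequence, TCGCTTGGTGCAGGTCGGGAC, outnumbered the most abundant listed MIR168 sequence, TCGCTTGGTGCAGGTCGGGAA, from which it differs by A21C (position counted from the 5′ end of the listed sequence). It had 20673 developing and 19955 mature reads, against 5081 and 9381 of the listed sequence. If it arose from errors in reads of the listed sequence it would have a small part of those reads. It had 4.07 reads per listed read in the developing and 2.13 in the mature seed library, which argues against such errors. With it the MIR168 reads would come to 30146 in mature and 26482 in developing seed, so the family total reported above rests on the list used. A cultivar or subgenome variant of the same family was not tested, as no genome was matched here.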

How the results depend on the processing

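No paired analysis was possible because each group had 1 library, and for the same reason no library was left out. The match of reads to a genome, with its 2 alternatives, was not run. All reads in the files as the denominator was the same as the main setting, since the files held no other lengths. Scaling by reads of all lengths, family totals with sequences outside the conserved list or without the most abundant member, and the share without each library's own most abundant sequence were chosen after seeing the data. The cause of a change was not tested unless it is given.

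The number of called conserved sequences, 72, lay between 61 and 89 under all alternatives but the edgeR exact test with an assumed biological coefficient of variation of 0.4. There it fell to 34, with 16 higher in developing and 18 higher in mature seed. Those 34 are among the 72. In simulated libraries with no changed sequence and that variation, the exact test called a median of 22.5 of the 217 conserved sequences (72 in the data) and 28.5 of all 252 (82 in the data). If plants varied that much, calls of about that number would arise without a difference between stages. The split by direction followed the scaling, by construction, since a scaling moves every ratio alike. It was 31 and 41 in the main setting, 17 and 72 under RPM over reads of 18 to 25 nt and also under reads of all lengths, 22 and 62 under TMM over all distinct sequences, 39 and 38 under DESeq2 size factors (shift 0.30), and 45 and 32 under RPM over listed miRNA reads. Counting by the first 18 nt gave 39 and 32. Of the 72 calls, 58 were also called under RPM over reads of 18 to 25 nt. The called new sequences numbered 10 in the main setting, 16 under RPM over reads of 18 to 25 nt (14 higher in mature seed), and 2 with the coefficient of variation of 0.4 (0 higher in mature seed).

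Some log2 ratios of named items changed sign. MIR167 5p went from 0.78 to -0.68 under RPM over reads of 18 to 25 nt, -0.67 under reads of all lengths and -0.12 under TMM over all sequences, and was called at 1.55 under RPM over listed miRNA reads, 1.08 under DESeq2 size factors and 1.12 by the first 18 nt. nMIR394 5p went from 1.07 to -0.39 under RPM over reads of 18 to 25 nt and -0.38 under reads of all lengths. The families MIR167, MIR168, MIR170 and MIR845 went to -0.68, -0.98, -0.87 and -1.40 under RPM over reads of 18 to 25 nt, to -0.67, -0.97, -0.86 and -1.39 under reads of all lengths, and to -0.12, -0.42, -0.31 and -0.84 under TMM over all sequences. Under RPM over listed miRNA reads, MIR159 3p went to 0.0096, the MIR165 3p sequences to 0.14 and 0.049, and the families MIR165 and MIR159 to 0.15 and 0.0075. Over all alternatives, 38 values of named sequences fell under the limit and 12 passed it. For families these numbers were 3 and 20. With the arm sequences outside the lists, MIR156, MIR159 and MIR169 kept their sign and side of the limit, while MIR393 rose from 38 mature and 236 developing reads to 126 and 6455. MIR1140 went from 10 and 209 reads (5.67) to 329 and 643 (2.25), and with these arms it was not called under RPM over reads of 18 to 25 nt (0.80) or of all lengths (0.81). With the listed sequences of known families outside the conserved list, MIR158 went from -1.37 to -0.19 and was no longer called, while MIR400 stayed called and MIR162 uncalled. Without its most abundant member, MIR156 went from -3.61 to -0.04 and was no longer called, MIR395 went from -0.81 to 0.12, and MIR159 (-1.16) and MIR168 (1.13) passed the limit. MIR168 was not called under RPM over reads of 18 to 25 nt (-0.32) or TMM over all sequences (0.24), but was under RPM over listed miRNA reads (1.90) and DESeq2 size factors (1.44). For MIR159 the first 2 gave a call (-2.62 and -2.06) and the last 2 did not (-0.40 and -0.86). MIR395 was called higher in mature seed under RPM over reads of 18 to 25 nt (-1.34). Under the main scaling, the other 8 families with at least 50 reads left kept their sign and side of the limit. The arm ratios of the 3 named precursors kept their direction and stayed past the threshold under both alternatives.

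With at least 10 reads required, detection fell to 115 sequences in mature and 95 in developing seed, by construction. The miRNA share of reads was 9.88% and 2.13% by the first 18 nt, 5.64% and 1.84% without the most abundant sequence over both libraries, 5.64% and 0.685% without the most abundant one of each library, and 8.84% and 1.85% of the reads of all lengths. It was lower in developing seed each time.

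The 24-nt class stayed the largest. It held 56.5% of distinct sequences in mature and 41.5% in developing seed, 44.4% and 55.8% of reads with single-read sequences left out, and 53.9% and 53.7% without the listed miRNAs. The order of the libraries for 24 nt therefore depended on the setting. The 21-nt class held 7.51% and 11.4% of distinct sequences, 29.1% and 10.6% of reads with single-read sequences left out, and 12.4% and 8.98% without the listed miRNAs, so its order turned only for distinct sequences.

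At equal depth the developing seed library had 33.1 distinct sequences per 100 reads at 21 nt and 24.6 at 24 nt. With at least 2 reads required, the values were 3.93 in mature and 11.4 in developing seed at 21 nt, and 23.99 and 7.71 at 24 nt. The exact share of the abundant sequences was 97.8% and 98.1% by the first 19 nt.

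Depth limits the rare sequences. Of the detected conserved sequences, 54 in mature and 49 in developing seed had 1 to 3 reads, no more than a count of 0 allows.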

Other observations

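The values at equal depth and the arm ratio counted by the first nucleotides came from alternatives fixed before the data were examined. The other tests in this part were chosen after the results were seen. All the patterns in this part are hypotheses found on the same data.

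Of 217 detected conserved sequences, 49 lie 1 substitution from a sequence with at least 20 times their reads and at least 1000 reads. Together they held 0.287% of the conserved reads. Errors in reads of the abundant sequence are a candidate source. For 39 of the 49 the counts were what such errors would give, since they did not exceed the 95th percentile of unlisted single substitutions of the same sequence and their split between libraries did not differ from that of the abundant sequence (Fisher's exact test, adjusted p-value over 0.05). This does not exclude true family members among them, because many had few reads. For 4 sequences the split between libraries differed from that of the abundant sequence. These were MIR159 3p TTTGGATTGAAGGGAGCTCTT (684 mature and 120 developing reads), MIR319 3p CTTGGACTGAAGGGAGCTCCT (256 and 7 reads) and the MIR169 5p sequences TAGCCAAGGATGACTTGCCGG (14 and 9 reads) and AAGCCAAGGATGACTTGCCGG (4 reads in each library). The abundant MIR169 sequence had 30321 and 1082 reads. The MIR319 sequence (T1C) had 2.22% of the reads of the abundant sequence it lies next to, while the highest share of any unlisted first-base substitution was 0.0804% (positions are counted from the 5′ end of the abundant sequence, over 14 conserved sequences with at least 1000 reads in each library). Its 263 reads also exceeded the highest background count of 16, which argues against errors as its source. For the other 3 errors stay open, because error rates need not be equal in both libraries. The rate of the MIR159 sequence (A21T) per read of the abundant one was 0.724 times as high in the developing as in the mature seed library, against 0.717 times for the unlisted substitutions of the same sequence. The latter value cannot decide, because 1 unlisted substitution alone had 3850 reads against a median of 28, so it may not measure errors. The 804 reads of the MIR159 sequence exceeded the 95th percentile of 131.6 but not that highest count. For the MIR169 sequences (C1T and C1A) these rates were 18.01 and 28.02 times as high, against 1.35 times for the unlisted substitutions of the same sequence and 1.68 times for unlisted first-base substitutions pooled over the 14 sequences. Single sequences among the 14 reached 20.4 times (7 developing reads) and 18.5 times (4 developing reads), and the MIR169 values rest on 9 and 4 developing reads, so errors and true members cannot be told apart for these 3. For 6 sequences the counts were above the background while the split matched, so the same holds there. Without all 49, the called conserved sequences numbered 63, with 30 higher in developing and 33 higher in mature seed.

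The 24-nt reads of the developing seed library fell on fewer distinct sequences than those of the mature one. Greater depth did not account for it, as the value at equal depth was 24.6 per 100 reads against 60.3. Amplification duplicates that affect all lengths alike would hold every length under 39.6 distinct sequences per 100 reads, the ratio of the 24-nt values. In the developing seed library 4 lengths exceeded that limit, with the highest value, 64.6, at 25 nt. The 21-, 22- and 23-nt reads stayed under it, at 32.1, 35.1 and 36.3. Duplicates at all lengths alike are thus argued against, but a fall was not confined to 24 nt. A few very abundant sequences did not account for it either. Without the 10000 most abundant 24-nt sequences of each library, which held 27.4% of the developing and 8.15% of the mature 24-nt reads, the values were 32.8 and 65.5. The 23-nt reads also fell, from 72.6 distinct sequences per 100 reads in mature to 36.3 in developing seed (37.4 at equal depth). A set of 24-nt loci with high output in developing seed may underlie the 24-nt values. The 23-nt fall was not tested further. The pooling of 5 stages in 1 library against a single stage in the other stays open as well.

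The share of conserved miRNA reads was lower in the developing seed library, at 1.97% against 9.49%. Loss of 21-nt RNA in size selection would lower listed and other 21-nt reads alike, and dilution by 24-nt reads would leave their ratio unchanged too. Listed 21-nt reads per 100 other 21-nt reads were 22.3 in developing and 77.6 in mature seed, 3.49 times as many, which argues against either as the whole cause. The most abundant sequence alone did not account for it, since the share without MIR824 5p was 1.84% against 5.64%, and without the most abundant sequence of each library it was 0.685% against 5.64%. A change of stage stays open as an untested explanation, as does a difference between the preparations of the libraries.

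The nMIR158 arms changed order between the libraries. Differences at the 3′ ends of the counted sequences did not account for it, because the log2 odds ratio by the first 18 nt was 5.97. A change of the whole 5p arm would move all its 5′ ends alike. Reads at the listed start numbered 4876 in mature and 20686 in developing seed, while reads of the same arm at other starts numbered 2426 and 808, a log2 odds ratio of 3.67 between starts. The most abundant other form, TCTTCTTTGTCTATCGTTTGGA, starts 4 nt upstream and had 1841 and 525 reads. Against the 3p sequence, the other starts also rose, by a log2 odds ratio of 2.27. Reads of a second, near-identical precursor might add to the listed start. The most abundant single substitution of the 5p sequence, T6C (CTTTGCCTATCGTTTGGAAAAG), had 0.664% of its reads in developing and 0.0438% in mature seed. This neither places nor counts a second source, and without a genome the explanations cannot be told apart.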
